A study of Homo sapiens with 4 samples. Its data were reported in "Positive regulation of innate immune response by miRNA-let-7a-5p" (2023).

How the data were processed

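Gene expression was measured in THP-1 cells, a human monocytic leukaemia line, on 4 Affymetrix Clariom S human arrays. Per the labels, the cells were cultured with 100 ng/ml phorbol myristate acetate (PMA), which turns them into macrophage-like cells, for 2 days, and were then transfected for 24 h with a synthetic microRNA mimic or a negative control mimic carried by a cationic lipid. The groups were the negative control mimic, let-7d-5p, miR-27b-3p and miR-151a-5p, with 1 array in each. The sample and series titles name let-7d-5p, whereas the design text and the treatment protocol name let-7a-5p, a microRNA of the same seed family. The study describes mimics of let-7a-5p and of let-7d-3p, the other arm of the precursor with another seed, on other arrays, and none of let-7d-5p. Which mimic this array carries is therefore open, and the group is called the array labelled let-7d-5p. The characteristics field calls the line lymphocyte-like, which differs from the monocytic description in the series title. The labels name Trizol for RNA extraction and the paper's methods name an RNeasy kit.

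The values deposited by the authors are log2 signals per probe set. The submitters' processing notes name RMA in Transcriptome Analysis Console 4.0; RMA corrects background, equalizes the distributions of the arrays and summarizes the probes of each probe set. The genome build of the probe annotation is not given in the sources used here. The values carry 2 decimals, and because RMA had already equalized the arrays, no further normalization was applied. A shift common to all genes of an array would have been removed by that step. The scale was settled from the values, whose quartiles were alike on the 4 arrays, and from the linear signals the paper lists for several of the same genes, which matched except for GRIA2. The series matrix held 21448 probe sets; 17709 of them (82.6%) were paired with 1 gene symbol in the platform annotation, 0 with several and 3739 with none. Symbols were checked against a table of RefSeq genes of GRCh38.p14 by gene identifier, and 0 needed a change. No coordinates are given because the build is not stated. The 17709 probe sets named 17687 genes, and for the 20 genes with several probe sets the one with the highest mean was used. Histone and metallothionein genes have near-identical copies, so that the values of single members of those families are uncertain.

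The difference of a gene was its log2 value on a mimic array minus its value on the control array. The size rule was 3-fold, the ratio the study used, with 2-fold as an alternative. With 1 array per group there is no estimate of the spread between cultures, so no p-value was computed, and the number of arrays limits the precision. A background floor of 5.34 was set at the 95th percentile of the values of 348 olfactory receptor genes, which are not known to act in these cells. The spread of the differences above the floor is given instead of a replicate error, and it describes genes rather than cultures.

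For 31 gene lists (694 measured of 768 listed genes) the median difference was placed among the medians of 10000 random lists of the same size, matched on mean expression in 20 bins. A list is described as shifted where its percentile was below 1 or above 99; this describes these arrays and is not a test. The lists covered interferon and double-stranded RNA responses, cytokines, NF-kB, interleukin-12, cell identity (macrophage, leukaemia progenitor, T and NK, B, epithelial, fibroblast and endothelial), the cell cycle, histones, p53, cell stress, hypoxia, lipids, microRNA machinery, target genes of the 3 microRNA families, ribosomal proteins, the respiratory chain and reference genes. Of the lists, 2 were gene sets that the study named from other arrays. All lists, the size rule and the rule for naming genes were fixed before the data were examined, but after the study's supplementary lists of genes raised by miR-27b-3p and miR-151a-5p, and the start of that for let-7a-5p, had been read. Lists that held genes raised by miR-27b-3p or miR-151a-5p were therefore also run without those genes, called members seen beforehand below. Genes read only for let-7a-5p were kept, so the interferon-stimulated list was run in full only.

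Genes are named if they had the 10 highest or 10 lowest differences above the floor, passed 3-fold, were among the 2 to 4 list members above the floor with the largest differences (for target lists the 4 lowest), or were TLR3, RIGI, IFIH1, CXCL10, CXCL11, CCL2, CCL8 or IL12RB2. Genes linked to the Y chromosome and XIST were counted but not named. Because all 3 comparisons share the control array, correlations and overlaps are given beside those of 100 simulated sets of unchanged arrays, whose noise was taken from differences between mimic arrays. A single control array cannot be split.

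The calculations were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and plots were drawn with matplotlib 3.10.9. The procedure was tested on simulated data built from these arrays with 50 genes per fold size. The noise was pooled over the pairs of mimic arrays. The 3 comparisons are thus repeats of 1 simulation with other random draws, and their rates are not particular to a mimic. In the let-7d-5p, miR-27b-3p and miR-151a-5p comparisons, 86%, 90% and 94% of genes changed 4-fold passed the 3-fold rule, and 8%, 0% and 8% of genes changed 2-fold did. Of 17487 unchanged genes, 2, 0 and 1 passed it as higher and 1, 0 and 0 as lower. Of 200 random lists, 3, 6 and 4 were called shifted, and a list raised by 0.3 reached percentile 100 in each comparison. The simulated noise was independent between genes. These rates therefore do not cover lists whose members vary together between cultures.

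The alternatives were a 2-fold rule, the floor, quantile normalization, median centring, a loess correction over mean signal with span 0.3, a pseudocount of 32 on the linear signal, the mean of the other mimic arrays as the reference, all probe sets, list means, unmatched random lists, and lists without members seen beforehand. A comparison against the let-7d-5p array for the cell-cycle lists and 50 further draws of the matched random lists were added after seeing the data. A search for seed sites in 3' untranslated regions had been planned and was not run, because no such sequences were used here.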

Results

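The expression of 17687 genes was compared between THP-1 cells, differentiated with 100 ng/ml PMA for 2 days and transfected with 1 of 3 microRNA mimics, and cells given a negative control mimic. The question was which genes each mimic raised or lowered 24 h after transfection. Each group held 1 array and there were no replicates, so every difference below is between 2 arrays and has no replicate check. The median log2 signals of the control, let-7d-5p, miR-27b-3p and miR-151a-5p arrays were 6.93, 6.89, 6.92 and 6.90, and 11585, 11615, 11673 and 11636 genes lay above the background floor of 5.34. Pearson's r across probe sets lay between 0.993 and 0.995 for all pairs of arrays. Among genes above the floor, the standard deviation of the log2 differences from the control was 0.30, 0.33 and 0.32 for the 3 mimics in the same order.

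On the array labelled let-7d-5p, the largest increase among genes above the floor was in CXCL10, a chemokine induced by interferons, which was 3.76-fold higher than on the control array (log2 difference 1.91). MET, the receptor for hepatocyte growth factor, was 3.53-fold higher (1.82), and CCL2, a chemokine that attracts monocytes, was 2.73-fold higher (1.45). IDO1, an enzyme of tryptophan breakdown induced by interferon-gamma, was higher by 1.43, and TNFSF13B, which encodes the B cell survival factor BAFF, by 1.32. The lowest genes were CDCA8, a component of the chromosomal passenger complex, at -1.46, LMLN at -1.34 and MICB, a stress ligand for the NKG2D receptor, at -1.32. The rest of the 10 highest genes were TRPM3, DNAAF6, TM4SF1, C8orf89 and TNFSF4, and the rest of the 10 lowest were TEPSIN, VSIG2, PGAP6, IRF3, CFAP58, CPSF4 and TBC1D30, none of them with a smaller difference than 1.29 or -1.19. Of these 20 genes, TRPM3, IDO1, DNAAF6, C8orf89, IRF3, CFAP58 and TBC1D30 lay below the floor on 1 of the 2 arrays. Against the mean of the other mimic arrays MET was higher by 0.51 and CCL2 by 0.89, and 2 of the 10 highest and 4 of the 10 lowest genes were still 2-fold apart. At 3-fold or more, 4 genes were higher and 1 was lower; besides CXCL10 and MET these were IL15 (1.69), KLRF1 (1.60) and CDH1 (-1.63), all of them below the floor on both arrays. At 2-fold, 104 genes were higher and 72 lower, of which 50 and 35 were above the floor, and among the 348 olfactory receptor genes 1 was higher and 4 were lower. These were 0.29% and 1.15% of the olfactory receptor genes, against 0.59% and 0.41% of all genes.

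Interferon-stimulated genes were higher as a group on this array. Of 53 measured members 52 were higher and 1 was lower, with a median log2 difference of 0.38 (1.30-fold), above all 10000 matched random lists. RSAD2 (1.14), HERC5 (1.13), IFIT2 (1.12) and CMPK2 (1.02), genes of the antiviral response, differed most. All 17 genes that the study had picked from other arrays for their rise with let-7a-5p were higher, with a median of 0.84 (1.79-fold), and 13 of them are also in the interferon-stimulated list. Of 19 genes that the study had named as lowered by miR-628-3p, 18 were measured and 16 were higher, with a median of 0.93. Among receptors of double-stranded RNA, RIGI was higher by 0.93 and IFIH1, which encodes MDA5, by 0.72, whereas TLR3 differed by 0.17. The list of double-stranded RNA sensors and their signalling had a median of 0.17, at percentile 98.8 (above 99 with quantile normalization, loess or a pseudocount), and IRF3, a transcription factor of that pathway, was at 6.04 on the control array and at 4.82, below the floor, on this one, so that the size of its difference (-1.22) is uncertain. Interferon-gamma response and guanylate-binding genes had a median of 0.25, with 25 of 31 higher, among them GBP5 (0.80). Inflammatory cytokines and chemokines also had a median of 0.25, with 20 of 27 higher, including CCL8 (1.20), CCL20 (0.95) and CSF1 (0.88). CXCL11 was higher by 0.47. Against the mean of the other 2 mimic arrays the interferon-stimulated list still lay at 0.11 (percentile 99.98), and CXCL10 at 0.28, whereas the interferon-gamma and inflammatory lists were no longer outside the random range. The study's let-7a-5p and miR-628-3p genes lay at 0.17 and 0.22 against that mean, still above percentile 99.

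Histone genes that are expressed with DNA replication were lower on the let-7d-5p array, at a median of -0.30, with 24 of 29 members lower, among them H2BC13 (-0.72, below the floor on this array), H4C4 (-0.71) and H1-2 (-0.69). G2/M genes had a median of -0.17, with 24 of 34 lower, including CDC20 (-0.70) and TPX2 (-0.69), whereas G1/S and E2F target genes lay at -0.05 (percentile 20.5). Genes of the integrated stress and unfolded protein responses had a median of 0.16 (percentile 99.7), with PDIA4, a protein disulfide isomerase, at 1.0, SLC7A11, a cystine transporter, at 0.71 and TRIB3 at -0.84. That list went the other way, to -0.09, against the other mimic arrays, and was inside the random range with its mean or with unmatched lists, as was the G2/M list with its mean.

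On the miR-27b-3p array, CLDN1, a tight junction protein, showed the largest increase and was 4.20-fold higher than on the control array (2.07). SYT11, a membrane trafficking protein, was 4.0-fold higher (2.0), CXCL10 was 3.73-fold higher (1.90), and DDIT4, a stress-induced inhibitor of mTORC1, was 3.01-fold higher (1.59). The lowest genes included the histone gene H3C8 (-1.83) and the mitotic genes NCAPH (-1.37), SGO1 (-1.26) and KIFC1 (-1.24), which encode a condensin subunit, a protector of centromeric cohesion and a kinesin. Also among the 10 highest were OR9K2, TM4SF1, MET, FABP6, TP53INP1 and MST1R, down to 1.37, and among the 10 lowest MPZL2, B4GALT3, ENTPD5, DENND2C, MKNK2 and TEPSIN, from -1.52 to -1.23; OR9K2, FABP6, MST1R, MPZL2 and DENND2C lay below the floor on 1 of the 2 arrays. With the other mimic arrays as reference, 5 of the 10 highest and 4 of the 10 lowest were still 2-fold apart. Those 4 were H3C8, NCAPH, SGO1 and KIFC1, and that reference includes the miR-151a-5p array, on which cell-cycle genes were higher. Of them, only H3C8 was at least 2-fold lower than on each other array. At 3-fold or more, 7 genes were higher and 3 lower; INSL6 (1.71), ARHGAP20 (-1.73) and OR6C6 (-1.68) passed that size below the floor. At 2-fold, 107 genes were higher and 89 lower, with 59 and 56 above the floor, and 4 olfactory receptor genes in each direction. These were 1.15% of the olfactory receptor genes in each direction, against 0.605% and 0.503% of all genes.

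Genes of DNA replication and mitosis were lower together on this array. Of 41 G1/S and E2F target genes 40 were lower, with a median of -0.61 (1.53-fold lower), below all 10000 matched random lists; E2F8 (-1.09), GINS1 (-1.02), POLE2 (-0.97) and E2F1 (-0.95) differed most. G2/M genes had a median of -0.44, with 31 of 34 lower, including PLK1 (-0.89), BIRC5 (-0.79) and HMMR (-0.76). Replication-dependent histones had a median of -0.49, with 27 of 29 lower, including H2BC13 (-1.11, below the floor on this array) and H3C2 (-1.05). These 3 lists were also lower against the mean of the other 2 mimic arrays, at -1.12, -0.66 and -0.63. That mean includes the miR-151a-5p array, on which the same lists were higher than on the control. Against the let-7d-5p array alone the medians were -0.55, -0.23 and -0.25. PPAR and LXR lipid genes had a median of -0.20 (percentile 0.165), with 16 of 21 lower, among them PDK4, which restrains pyruvate oxidation, at -0.95, PPARG at -0.59 and FASN, the fatty acid synthase, at -0.43.

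Interferon-stimulated genes were higher on the miR-27b-3p array as well, in 49 of 53 members, with a median of 0.31 (1.24-fold), above all 10000 matched random lists. IFIT2 (1.13), CMPK2 (0.94), IFIT1 (0.94) and TRIM22 (0.92) differed most. Against the other mimic arrays that median was 0.00, and none of the 7 lists that were higher on this array was shifted. The study's let-7a-5p and miR-628-3p genes had medians of 0.77 (17 of 17 higher) and 0.65 (17 of 18 higher), and TNFSF10, a death receptor ligand, was higher by 1.24. Double-stranded RNA sensors and their signalling had a median of 0.26 (percentile 99.8), with TLR7 (1.32) and TLR8 (1.15), endosomal receptors of single-stranded RNA, and RIGI (0.97) above the control and IRF3 below it (-1.19, again below the floor on the mimic array). IFIH1 differed by 0.63 and TLR3 by 0.28. Interferon-gamma response genes had a median of 0.25, with GBP5 at 0.96, inflammatory cytokines and chemokines 0.24, with CCL20 (0.92), CXCL8 (0.91) and CCL3 (0.77), and NF-kB targets 0.18, with PTGS2, the inducible cyclooxygenase, at 0.86, a shift that was lost with unmatched random lists. CXCL11, CCL2 and CCL8 differed by 0.50, 0.28 and 0.26.

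On the miR-151a-5p array, genes of DNA replication were higher. ZNF367 was 3.84-fold higher than on the control array (1.94), CDT1, a replication licensing factor, 3.10-fold (1.63) and CDC25A, a phosphatase that activates cyclin-dependent kinases, 3.03-fold (1.60). TK1 (1.53) and RRM2 (1.5), enzymes of deoxynucleotide supply, and CCNE2 (1.49), a cyclin of the G1/S transition, followed. The lowest gene was UBA1, the main ubiquitin-activating enzyme, which was 5.10-fold lower (-2.35), at 9.75 against 12.10 on the control array. The rest of the 10 highest were SPIN4 (1.90), APOBEC3B, FANCI and SHCBP1, and the rest of the 10 lowest were TAS2R20, ZBTB37, LRSAM1, NPHP4, MS4A4A, IRF3, HGSNAT, PLXNA3 and LMLN, from -1.38 to -1.16; SPIN4, TAS2R20, LRSAM1, MS4A4A and IRF3 lay below the floor on 1 of the 2 arrays. Relative to the other mimic arrays, all 10 highest and 4 of the 10 lowest were still 2-fold apart. At 3-fold or more, 4 genes were higher and 4 lower, and the lower ones below the floor were DSEL (-2.24), USP29 (-1.91) and CFAP91 (-1.69). At 2-fold, 172 genes were higher and 58 lower, with 113 and 33 above the floor, and 8 and 2 among olfactory receptor genes. These were 2.30% and 0.57% of the olfactory receptor genes, against 0.97% and 0.33% of all genes.

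All 41 measured G1/S and E2F target genes were higher on the miR-151a-5p array, with a median of 0.98 (1.97-fold) that lay above all 10000 matched random lists, and 20 of them were at least 2-fold higher. G2/M genes had a median of 0.72, with 33 of 34 higher, including KIF2C (1.37), BUB1 (1.27), CCNA2 (1.19) and PRC1 (1.18). Histones had a median of 0.66, with 27 of 29 higher, including H2BC14 (1.16) and H4C3 (1.15). Against the mean of the other 2 mimic arrays the 3 medians were 1.32, 0.94 and 0.99. That mean includes the miR-27b-3p array, on which these lists were lower than on the control. Against the let-7d-5p array alone they were 1.0, 0.83 and 0.98. Between the miR-151a-5p and miR-27b-3p arrays the median difference of the G1/S list was 1.63 (3.09-fold), and 40 of the 41 genes were above the control on the former and below it on the latter.

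**Figure D1:**
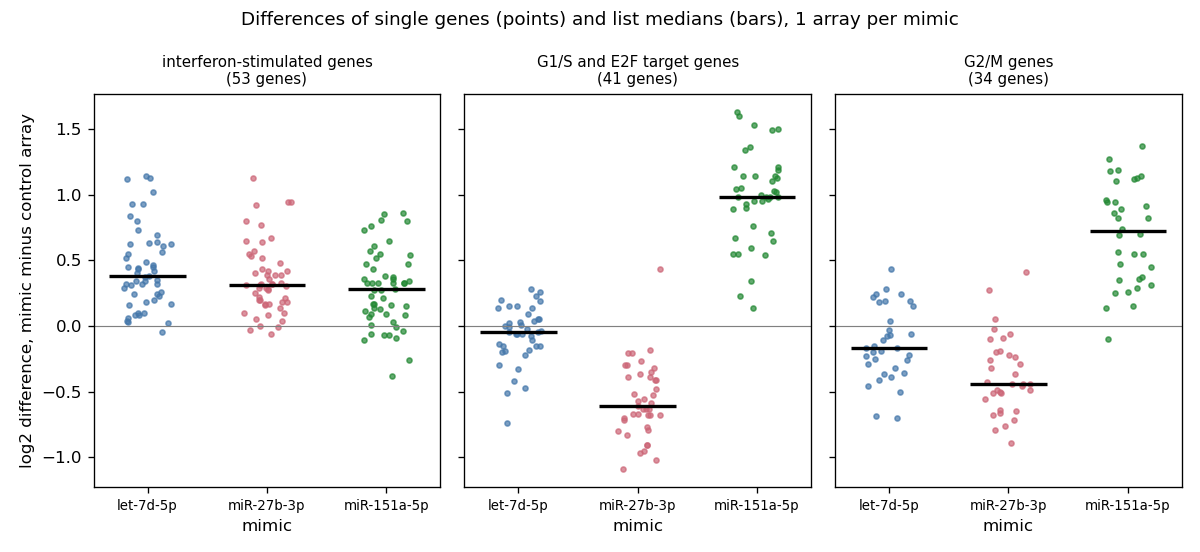
Log2 difference from the control array (vertical axis) of each gene (points) of the interferon-stimulated, G1/S and G2/M lists on the 3 mimic arrays (horizontal axis), with list medians as bars. The interferon medians are 0.38, 0.31 and 0.28, while the G1/S medians are -0.05, -0.61 and 0.98, for let-7d-5p, miR-27b-3p and miR-151a-5p.

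Interferon-stimulated genes had a median of 0.28 on the miR-151a-5p array (1.21-fold), with 44 of 53 higher, above all 10000 matched random lists. RSAD2 (0.86), IRF7 (0.85), HERC5 (0.81) and IFIT2 (0.80) differed most, and CXCL10 was 2.58-fold higher (1.37). Against the other mimic arrays the list lay lower, at -0.12 (percentile 0.105). The study's let-7a-5p and miR-628-3p genes had medians of 0.61 (17 of 17 higher) and 0.55 (15 of 18 higher). The interferon-gamma response list had a median of 0.12 (percentile 99.7), with CXCL11 at 0.80 and TAP1, a peptide transporter of antigen presentation, at -0.85, and lay inside the random range with its mean, with unmatched random lists and without members seen beforehand. RIGI, IFIH1 and TLR3 differed by 0.66, 0.53 and 0.05, and the list of double-stranded RNA sensors was not shifted (percentile 61.4), with IRF3, again below the floor on the mimic array, at -1.19 and TLR8 at -0.89. Inflammatory cytokines had a median of 0.19, with CCL2 (0.85), CXCL8 (0.77) and CCL8 (0.66), and NF-kB targets also 0.19, with TRAF1 at 0.43, a shift that was lost with the mean and with unmatched random lists. Against the other mimic arrays the medians of the study's, interferon-gamma, inflammatory and NF-kB lists were negative, between -0.31 and -0.07. Stress response genes had a median of 0.19 (percentile 99.9), with DDIT4 at 0.96 and PDIA4 at 0.88, and fell within the random range against the other mimic arrays, at 0.105 (percentile 98.5).

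Target genes known from the literature for each microRNA family were lowest on the array of their own mimic. The let-7 target list (42 genes) had a median of -0.12 on the let-7d-5p array (percentile 0.80, and below 1 in 48 of 50 further draws of random lists), -0.08 on the miR-27b-3p array and 0.00 on the miR-151a-5p array. On its own array 31 members were lower, including PLAGL2 (-0.86), DICER1, the microRNA-processing nuclease (-0.86), ARID3B (-0.63) and PBX3 (-0.61). The miR-27 target list (33 genes) had a median of -0.20 on the miR-27b-3p array (percentile 0.015), against 0.08 and 0.01 on the let-7d-5p and miR-151a-5p arrays, and 21 members were lower there, including CCNG1 (-0.93), GPAM (-0.91), CYP1B1 (-0.80) and PPARG (-0.59). Another 11 members were higher there, 3 of them at least 1.5-fold, among them MET (1.47). Of this list, 3 genes are also PPAR and LXR lipid genes. The 7 miR-151a-5p target genes had a median of -0.28 on their own array (percentile 0.40), against -0.01 and -0.02, with 4 of 7 lower; these were ARHGDIA (-0.84), CASZ1 (-0.36), APH1A (-0.32) and E2F6 (-0.28). The shift of the miR-27 list was no longer outside the random range with the mean in place of the median, that of the 7-gene list with the mean or with unmatched random lists, and that of the let-7 list without members seen beforehand.

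**Figure D2:**
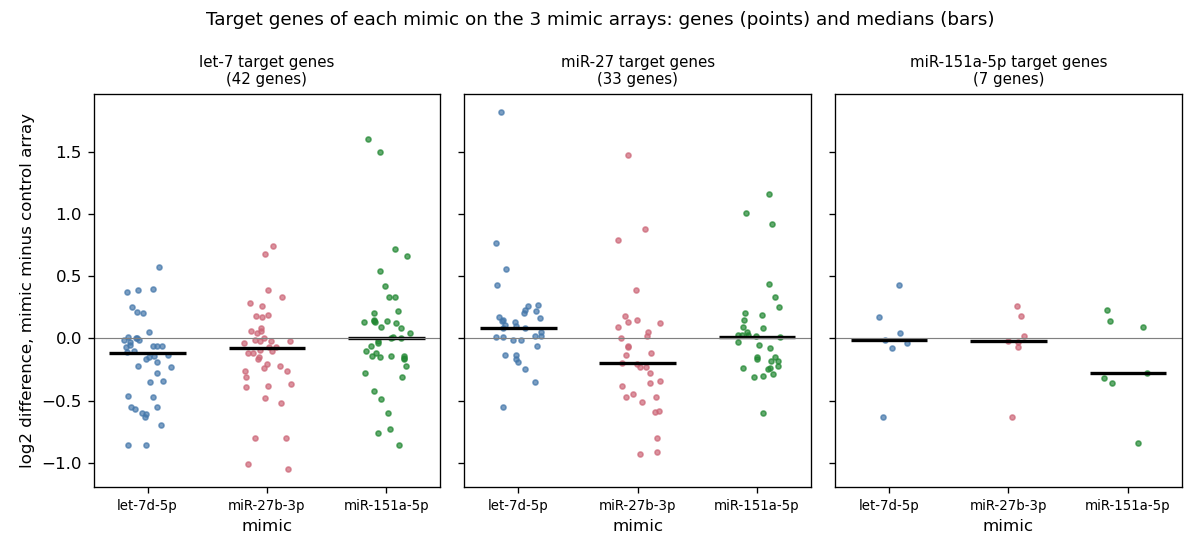
Log2 difference from the control array (vertical axis) of the target genes of each microRNA family (points, 1 panel per family) on the 3 mimic arrays (horizontal axis), with medians as bars. Each list has its lowest median on its own array: -0.12 for let-7, -0.20 for miR-27 and -0.28 for miR-151a-5p.

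Genes of other cell types and functions were not shifted as groups against the control array, and their medians are given for let-7d-5p, miR-27b-3p and miR-151a-5p in that order. Macrophage genes lay at 0.03, -0.05 and -0.03, although FN1 (0.83) and CD163 (0.74) were higher on the let-7d-5p array, and progenitor genes of the leukaemia lineage at -0.04, -0.06 and -0.05. T and NK cell markers lay at 0.07, -0.08 and 0.06, B and plasma cell markers at 0.07, 0.11 and 0.10, epithelial markers at 0.01, 0.03 and 0.15, and fibroblast and endothelial markers at 0.07, 0.15 and -0.19. Interferon genes themselves lay at 0.01, 0.08 and 0.08, with 2 of 20 above the floor. When the other mimic arrays were the reference, epithelial markers on the let-7d-5p array (-0.27), T and NK cell markers on the miR-27b-3p array (-0.25) and fibroblast and endothelial markers on the miR-27b-3p and miR-151a-5p arrays (0.27 and -0.33) did lie outside the random range. Interleukin-12 related genes lay at 0.04, 0.18 and 0.18, and IL12RB2, a receptor subunit, differed by 0.04, 0.18 and 0.14; the list passed percentile 99 on the miR-27b-3p array with its mean and on the miR-151a-5p array with a pseudocount. Medians of p53 targets were 0.12, 0.01 and 0.04, with TP53INP1 at 1.44 on the miR-27b-3p array. Hypoxia and glycolysis genes lay at 0.08, -0.01 and -0.03, cholesterol synthesis genes at -0.04, -0.14 and 0.05, and heat shock genes and metallothioneins at 0.07, 0.06 and 0.04, with MT1H (1.23) and MT2A (1.19) on the let-7d-5p array. Genes of the microRNA machinery lay at -0.09, 0.02 and 0.06, ribosomal proteins at -0.02, -0.01 and -0.05, respiratory chain genes at -0.06, -0.05 and -0.09, and reference genes at -0.07, -0.04 and -0.03. PPAR and LXR lipid genes lay at 0.06 and -0.07 on the let-7d-5p and miR-151a-5p arrays, NF-kB targets at 0.12 on the let-7d-5p array, and stress response genes at 0.04 on the miR-27b-3p array. In all, 9, 12 and 11 of the 31 lists were shifted on the 3 arrays, and 6, 5 and 4 of them were shifted the same way against the other mimic arrays. The 6 of let-7d-5p include G2/M genes and histones, whose medians were nonetheless higher on that array than on the miR-27b-3p array.

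**Figure D3:**
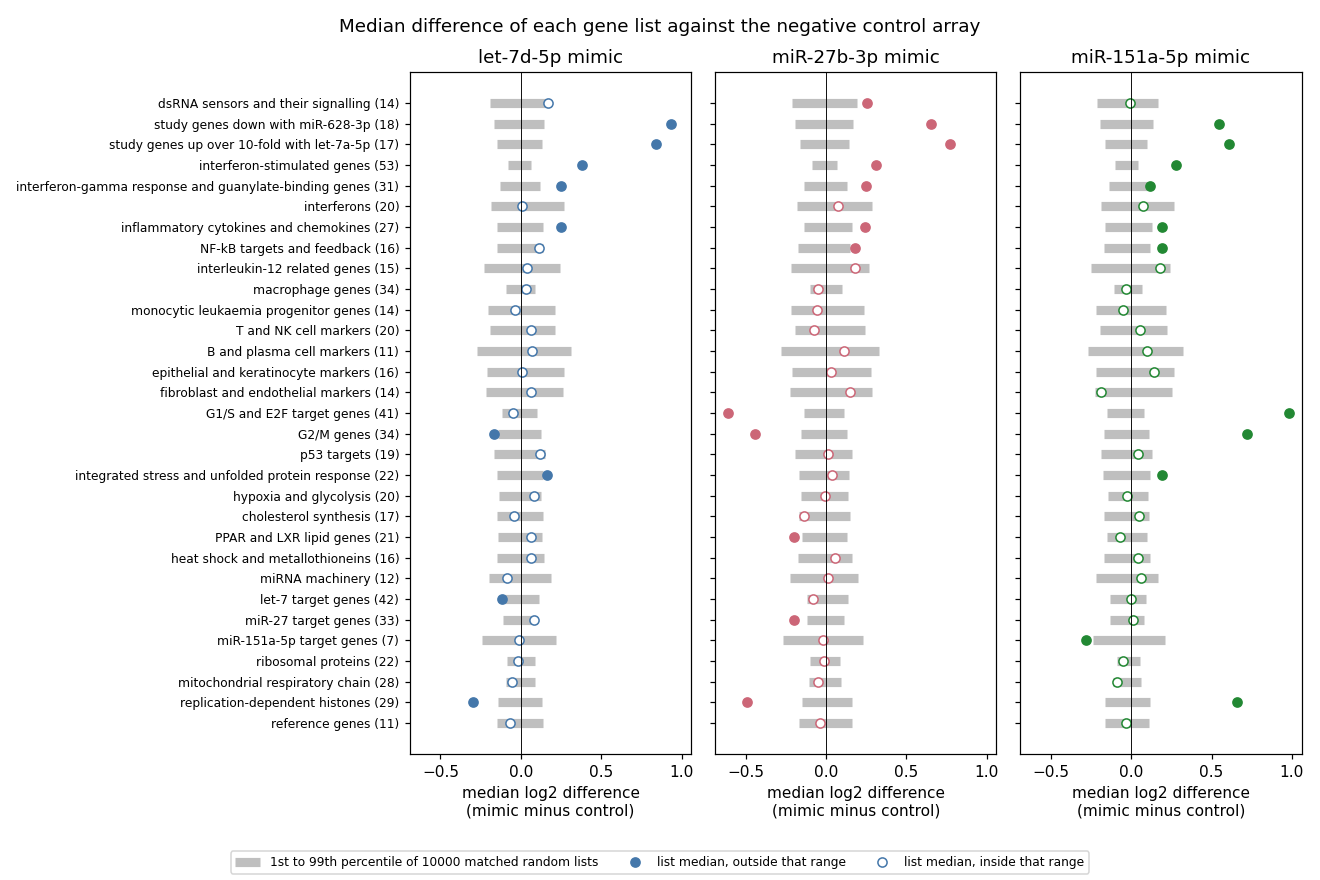
Median log2 difference from the control array (horizontal axis) of the 31 gene lists (vertical axis, measured genes in brackets) on the 3 mimic arrays, 1 panel each; grey bars span the 1st to 99th percentile of 10000 matched random lists and filled points lie outside them. The interferon-stimulated and interferon-gamma lists lie to the right on each array and the interferons inside the grey bars, and the G1/S list lies at -0.61 for miR-27b-3p and 0.98 for miR-151a-5p.

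Because the 3 comparisons share the control array, their differences are related even without any effect. Across genes, which are not independent replicates, the differences from the control correlated with r = 0.48 for let-7d-5p and miR-27b-3p, 0.46 for let-7d-5p and miR-151a-5p and 0.35 for miR-27b-3p and miR-151a-5p, against 0.50 in simulated unchanged arrays. That 0.50 was fixed by the setting, in which all arrays had equal noise and shared 1 control. Values of r below it are therefore not evidence about the mimics. The covariances were 0.0546, 0.0514 and 0.0412, against a simulated value of 0.0663 whose noise estimate includes real differences between mimics. At 2-fold, let-7d-5p and miR-27b-3p shared 16 higher and 7 lower genes, let-7d-5p and miR-151a-5p 10 and 11, and miR-27b-3p and miR-151a-5p 12 and 4, against 7.43 and 7.93 in simulated arrays and between 0.24 and 1.04 for independent lists. The genes 2-fold higher on all 3 mimic arrays were CXCL10, MET, TRPM3, PTPMT1 and IL15, and the lower ones were IRF3 and UNC79. The 5 higher genes stand against 1.81 in simulated arrays. Genes lower on all 3 arrays were not counted in the simulation, so the 2 lower genes have no simulated value. The shared genes are named because they are few. IL15 and UNC79 lay below the floor on all arrays and TRPM3 and IRF3 on at least 1. Part of this sharing may come from the control array.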

Values the study reported

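From other arrays with the let-7a-5p mimic, the study reported 84 genes with an increase of more than 3-fold, and 17 with more than 10-fold.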

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

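Of the tests in this part, the one with the let-7d-5p array as the reference was chosen after the medians had been seen, and the correlation between arrays was chosen before its value was known. Cell-cycle lists moved in opposite directions on different mimic arrays. G1/S genes had a median log2 difference of 0.98 on the miR-151a-5p array and -0.61 on the miR-27b-3p array. G2/M genes lay at 0.72 on the miR-151a-5p array, -0.44 on the miR-27b-3p array and -0.17 on the let-7d-5p array, and replication-dependent histones at 0.66, -0.49 and -0.30. With 1 array per group, these differences between groups were not tested.

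Against the let-7d-5p array in place of the control, the G1/S median on the miR-27b-3p array was -0.55, below all matched random lists, and that on the miR-151a-5p array was 1.0, above all of them. The G2/M and histone medians were 0.83 and 0.98 on the miR-151a-5p array, and -0.23 and -0.25 on the miR-27b-3p array. The latter were smaller than against the control but stayed outside the random range. These values argue against an outlying control array as the only source of the opposite directions. Whether it adds to the G2/M and histone values was not tested. A different share of dividing cells between the cultures remains open: across the 104 genes of the 3 lists, the miR-151a-5p minus let-7d-5p differences correlated with the miR-27b-3p minus control differences at r = -0.331 (-0.286 with the references exchanged, -0.110 over all genes), between the bounds of -0.5 and 0 set beforehand. An effect of the mimics on cell growth, which could itself change that share, was not tested and cannot be told apart from differences between the cultures, since each mimic has 1 culture.

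Among probe sets that the annotation pairs with no gene, 2 were at least 3-fold higher on the let-7d-5p array and 2 on the miR-151a-5p array, and 5, 4 and 7 were lower on the let-7d-5p, miR-27b-3p and miR-151a-5p arrays; they enter no gene comparison.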

How the results depend on the processing

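Of the alternatives, the let-7d-5p array as reference and the further random draws were chosen after seeing the data. No paired analysis was possible because there was 1 array per group, and for that reason no array could be left out and no other splits of the arrays exist. The planned seed-site search was not run. Quantile normalization and loess kept all 32 shifted list results, and with median centring kept the 6 counts of genes past 3-fold within 1.5 times. Loess moved no value by over 0.065. The floor kept all 32 lists, as did the pseudocount, and the let-7d-5p reference kept 6 of 6. With that reference the miR-27b-3p medians shrank from -0.44 to -0.23 for G2/M genes and from -0.49 to -0.25 for histones. In 50 further draws 31 of the 32 lists were outside the range each time, and let-7 targets in 48.

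Counts of genes past 3-fold higher and lower moved as follows, with the cause not tested unless the setting itself admits fewer or more genes. With a pseudocount of 32, which shrinks differences of low signals, they were 1 and 0 for let-7d-5p, 2 and 0 for miR-27b-3p and 1 and 1 for miR-151a-5p. Against the other mimic arrays they were 0 and 0 for let-7d-5p, 1 and 7 for miR-27b-3p, and 34 higher for miR-151a-5p. The 2-fold rule gave 104 and 72, 107 and 89, and 172 and 58. Above the floor, let-7d-5p had 2 and 0, and miR-27b-3p and miR-151a-5p had 1 lower each. Over all probe sets, 6, 7 and 11 were lower.

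Against the other mimic arrays, 15 of the 32 list results stayed shifted on their side, 10 kept their side or lay at 0 but within the random range, and 7 changed sign, 3 of them within it (inflammatory, NF-kB and stress genes). For miR-151a-5p these were the study's miR-628-3p genes (-0.31) and let-7a-5p genes (-0.165), interferon-stimulated (-0.12), interferon-gamma (-0.23), inflammatory (-0.07) and NF-kB genes (-0.11), and for let-7d-5p the stress genes (-0.085). Interferon-stimulated genes on the miR-27b-3p array fell within the random range at 0, the G1/S list of let-7d-5p moved outside it at -0.22, as did 7 others (2 target lists, PPAR and LXR genes and 4 of other cell types), and miR-27b-3p had 7 shifted lists. For the G1/S list of let-7d-5p, this reference averages 2 arrays on which the list moved in opposite directions. The miR-27b-3p minus let-7d-5p median was -0.55 and the miR-151a-5p minus let-7d-5p median 1.0. The value of -0.22 thus comes from the miR-151a-5p array. Other causes were not tested, though this reference leaves the control array out. List means put 6 of 32 results within the range, unmatched lists 5 and the removal of members seen beforehand 2 of 14; besides interferon-gamma, NF-kB, stress and G2/M genes, list means did so for the miR-27 targets (-0.12) and miR-151a-5p targets (-0.19), as did unmatched lists for the latter (-0.28) and the removal of members seen beforehand for let-7 targets (-0.11). Calls were gained by 5 lists with means (NF-kB, heat shock and miR-27 targets on let-7d-5p, interleukin-12 and stress on miR-27b-3p), by double-stranded RNA sensors on let-7d-5p with quantile normalization, loess or pseudocount, and by interleukin-12 on miR-151a-5p with pseudocount. Of 90 named-gene values, 65 moved beyond the local spread with the other mimics as reference and 33 with the pseudocount. Above the floor, correlations of differences were 0.41 for let-7d-5p and 0.26 for miR-27b-3p with miR-151a-5p.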

Other observations

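The tests of explanations in this part, for interferon-stimulated genes and target lists, were chosen after those results had been seen. On the miR-27b-3p array, NCF1, a subunit of the phagocyte NADPH oxidase, stood at 12.98 against 11.79, 11.75 and 11.58 on the control, let-7d-5p and miR-151a-5p arrays, and TLR7 at 10.31 against 8.99, 8.80 and 9.01. The mitotic regulator WEE1 (9.88) and the transcription factor MYBL2 (9.12) were at least 2-fold lower there than on each other array. On the let-7d-5p array MICB was at 9.52 against 10.84, 11.01 and 10.92, and TREML2, a receptor of the TREM family, at 5.22 against 6.36, 6.40 and 6.22, which puts it below the floor on that array. These genes were singled out after their values were seen, as differing at least 2-fold from all other arrays.

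On the miR-151a-5p array 74 genes differed at least 2-fold from each of the other 3 arrays, 67 of them higher, against 17 for miR-27b-3p, 9 for let-7d-5p and 7 for the control. Of the 67, 27 belong to a cell-cycle list. Those lists hold 104 measured genes and are not complete. KIFC1, named above as a mitotic gene, is among the 67 and on none of the lists. The 7 lower ones included UBA1, PCDH7, LCA5 and SCAMP5, at 9.75, 6.81, 5.26 and 5.12 on that array, the last 2 below the floor.

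Interferon-stimulated genes were higher on all 3 mimic arrays than on the control in 42 of 53 cases, against 22.7% of all genes. The median of 0.28 on the miR-151a-5p array lay on the same side of the control as that on the miR-27b-3p array. The G1/S, G2/M and histone lists lay on opposite sides of it there. Both comparisons share the control array, and a low value on it would give the same result. Whether a growth difference contributes to the interferon list therefore stays open. Between these mimic arrays, miR-151a-5p minus miR-27b-3p, the list differed by -0.06 (percentile 12.9). A low value on the control array stays open: over the list it lay 0.265 below the nearest mimic array, more than the range of 0.125 among the mimic arrays, although it was the array that stood apart on the fewest genes (7). A response common to the 3 mimics and a low control array cannot be told apart, because there is 1 control array. The miR-151a-5p minus let-7d-5p difference, which does not involve the control, had a median of -0.15 over the list.

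The target lists were lowest on their own arrays, which does not separate let-7d-5p from let-7a-5p, since they share a seed, and no test of exchanged arrays was made. Without its 2 cell-cycle members the let-7 list had a median of -0.105 on its own array, against -0.12 with them, at percentiles 1.70 and 1.01 in the random lists drawn for this test. In 50 further draws the full list lay between percentiles 0.555 and 1.04 and the shorter one between 1.63 and 2.26, so the call of the full list is at the limit itself, and whether the cell-cycle members account for it stays open. The lists may reflect an action of the mimics, as a hypothesis from 1 array each.

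At 3-fold, 4 genes were higher on the array labelled let-7d-5p. That is lower than the value quoted from the study above for let-7a-5p, which came from other arrays. The 7 genes higher on the miR-27b-3p array equal the study's count for that mimic. The paper gives the series used here as its source for miR-27b-3p and miR-151a-5p. The equal count is thus a recount of the same arrays and not an independent result. On the miR-151a-5p array 4 genes were higher, against 6 genes in the study's count. With those without a gene included, 6 probe sets were higher here. Whether the added probe sets stand for the study's other genes was not checked, so the equal number does not show a match.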
